A study of Homo sapiens with 6 samples. Its data were reported in "P300/SP1 complex mediating elevated METTL1 regulates CDK14 mRNA stability via internal m7G modification in CRPC" (2023).

How the data were processed

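RNA sequencing was performed on LNCaP-AI cells, a prostate cancer line grown without androgen that serves as a cell model of castration-resistant prostate cancer (CRPC). Lentiviral short hairpins were used to silence METTL1, the catalytic subunit of an enzyme that places N7-methylguanosine (m7G) on RNA, or to express a scrambled control sequence. The labels give 2 groups, shMETTL1 and shscramble, with 3 libraries each. Nothing in the labels says whether the 3 libraries of a group came from separate cultures, and the paper states in general terms that its data rest on 3 biological replicates, without naming these libraries. The p-values of single genes measure the spread between these libraries. Tests that set a group of genes against other genes rest at least in part on the spread between genes.

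The authors deposited for each library a table with 1 FPKM value (fragments per kilobase of transcript, scaled to the mapped fragments of the library) and 1 estimated count per gene. Per the labels, the submitters' processing notes name cutadapt 1.9.3, HISAT2 2.0.4, Cufflinks and Cuffdiff and the genome build hg19, with no role or order. The FPKM values deposited by the authors are relative to transcript length and library depth. The estimated counts deposited by the authors are mostly fractional, and whole numbers, within 0.001, made up between 1.8% and 2.51% of the values above 0 in a library. Totals of the estimated counts ran from 3389897 to 3604835 per library, a ratio of 1.06 between the highest and the lowest. Over 7815 genes the median ratio of relative count to relative FPKM lay between 0.998 and 1.01 in each library, as it would if both columns had been scaled to a common depth. The number of reads behind a library can therefore not be read from these totals, and no counting interval was computed from them. The tables held 20308 genes by Ensembl identifier, of which 19434 (95.7%) were paired with a gene symbol, and 5195 genes were at 0 in all 6 libraries. Because FPKM divides by an estimated transcript length, an error in the assignment of reads to isoforms moves FPKM but not the count of the gene, and a gene that shares reads with a near-identical copy can be misassigned in both.

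The test fixed before the data were examined was a linear model with limma 3.58.1 in R 4.3.3, with an intensity trend and a robust prior, on log2(FPKM + 0.5), between the 2 groups without pairing. Genes with a mean FPKM of at least 0.5 over the 6 libraries were tested, 12156 in all. P-values were two-sided and adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Fold changes are on the log2(FPKM + 0.5) scale, which understates the change of genes with low values. A separate count used the thresholds of the study, an unadjusted p under 0.05 and a fold change above 1.5, with no correction for the number of genes. METTL1 and CDK14 were also compared by an exact two-sided permutation test of the FPKM means, for which 3 libraries against 3 cannot give a p below 0.1. The estimated counts were rounded to whole numbers and tested with the quasi-likelihood test of edgeR 4.0.16, with DESeq2 1.42.0 and with limma on log2 CPM (counts per library total; prior count 2). These count models were chosen after seeing the data, because the design had assumed FPKM alone, and they stand beside the FPKM results as alternatives.

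Gene lists were fixed before the data were examined, 28 in all, covering m7G and tRNA enzymes, stress responses, the cell cycle, androgen and WNT targets, cell identity, RNA quality and markers of other cell types. The supplementary gene list of the study had been read before the lists were written, so the lists for the amino acid response, cholesterol, p53 targets and DNA replication were not blind to it. The 25 lists with at least 5 tested members were tested with camera at a preset correlation between genes of 0.01, again with a correlation estimated for each list, and with the rotation test fry, and p-values were adjusted over the lists tested. Camera asks whether the members of a list move relative to the other genes, and fry whether they move at all. Members were counted as changed both over all genes tested and adjusted over the list alone. The combined mRNA and m7G lists of the study were scored by direction only, without a test.

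The genes named in the text were chosen by a rule fixed before the data were examined. METTL1, WDR4, CDK14, ETV1, PCNA, EP300 and SP1 were always included. To these were added the 12 genes with the largest positive and the 12 with the largest negative log2 fold change among those called, with a mean FPKM of at least 1 and groups that did not overlap, leaving out small RNAs and unnamed clones. Where fewer than 12 passed, the places were filled by genes with an unadjusted p under 0.05 and a fold change above 1.5, in order of p. In each list up to 4 tested members with the smallest p were named.

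The hairpin sequence was matched to the GRCh38 transcripts, and gene positions are from the GRCh38 annotation, not from the hg19 build of the deposited values. Annotated 3' untranslated regions (UTRs) were searched for matches to the hairpin seed, the bases of a small RNA that pair first with a target. Scripts ran in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9).

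Replicate pairs were compared before averaging. The chi-square per degree of freedom between libraries of 1 group ran from 3.88 to 15.2, taking the estimated counts as counts, and no pair held identical values. Since the depth is unknown, these values cannot be set against sampling noise, and each library was counted as 1 replicate because it is labelled as one. The tests were also tested on simulated data for this comparison, in which 200 of the real genes were given known fold changes. At true folds of 1.5, 2 and 4, limma on 12156 simulated genes recovered 3%, 17.9% and 62.1% of the changed genes, with 3 false calls among 58. On 11159 genes edgeR recovered 35.8%, 75.4% and 100% of them, with 13 false calls among 150. Camera called a simulated list of 40 genes shifted by 0.5 on the log2 scale, and 5 of 100 unshifted lists passed an unadjusted threshold of 0.05. That rate may not hold for the real lists, whose estimated correlation between genes reached 0.722 (replication-dependent histones). Other groupings of the real libraries, 3 against 3, called between 3 and 9 lists after adjustment. Alternatives covered the pseudocount, the filter on low values, 3 scalings, the variance model, genes sharing a symbol, each library left out in turn, the replicate number as a block, the count models, and removal of trends with GC content and transcript length.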

Results

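The transcriptome of LNCaP-AI cells was measured in 3 libraries with a METTL1 hairpin (shMETTL1) and 3 with a scrambled hairpin (shscramble). Totals of the estimated counts lay between 3389897 and 3604835 per library and overlapped between the groups, and 13196 to 13655 genes had an FPKM above 0. Transcripts encoded by the mitochondrial genome took 11.2% to 13.1% of the estimated counts. The comparison asks which mRNAs differ once METTL1, an m7G methyltransferase of tRNA and mRNA, is silenced in castration-resistant cells, and whether CDK14, a cyclin-dependent kinase studied in WNT signalling, is among them.

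METTL1 stood at 50.7% of its shscramble level in shMETTL1 cells by FPKM, and CDK14 at 43.3%. Genes of the amino acid response, which cells switch on through the factor ATF4 when amino acids run short, rose as a group by camera at its preset correlation, with a median log2 fold change of 0.64 (adjusted p = 0.0512 with an estimated correlation), and so did the aminoacyl-tRNA synthetases that load tRNAs (0.29). Genes of mitosis fell as a group (-0.36), as did interferon-stimulated genes (-0.51). Among single genes the cell surface protein gene SLITRK6 was 3.9-fold lower and FN1, which encodes the matrix protein fibronectin, was 2.62-fold lower, and both passed the test. In all, 15 genes passed the adjusted threshold by FPKM and 712 by the estimated counts.

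The targeted gene was lower in every shMETTL1 library. METTL1 (ENSG00000037897; GRCh38 chromosome 12, 57768471 to 57772793, minus strand) had FPKM values of 13.9, 18.5 and 21.0 in shscramble replicates 1, 2 and 3, and of 8.35, 10.5 and 8.18 in shMETTL1 replicates 1, 2 and 3. The means were 17.8 ± 3.62 and 9.02 ± 1.30 FPKM (SD, n = 3 each). Its log2 fold change was -0.93 with a standard error of 0.22, and the exact permutation test gave p = 0.1, the smallest that 3 against 3 allows. The limma test did not call it, with an adjusted p of 0.127. The estimated counts of METTL1 averaged 50.1 ± 14.4 in shscramble and 19.5 ± 9.6 in shMETTL1, 39% of the control, and by edgeR the gene fell (log2 fold change -1.36, adjusted p = 0.0368; adjusted p of 0.0277 to 0.364 over all alternatives). The hairpin target GGAATGTAGTCCATCTAAACT matched no gene other than METTL1 among the transcripts searched. The match lay at GRCh38 chromosome 12, 57768651 to 57768671, on the minus strand, in the 3' UTR. This is exon 5 of 5 in 1 annotated transcript and exon 6 of 6 in another. WDR4, the partner subunit of METTL1 (GRCh38 chromosome 21, 42843094 to 42879568), had 6.27 ± 2.92 FPKM in shscramble and 8.51 ± 2.24 in shMETTL1 (SD, n = 3), with overlapping groups and an adjusted p of 0.58 by limma.

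**Figure D1:**
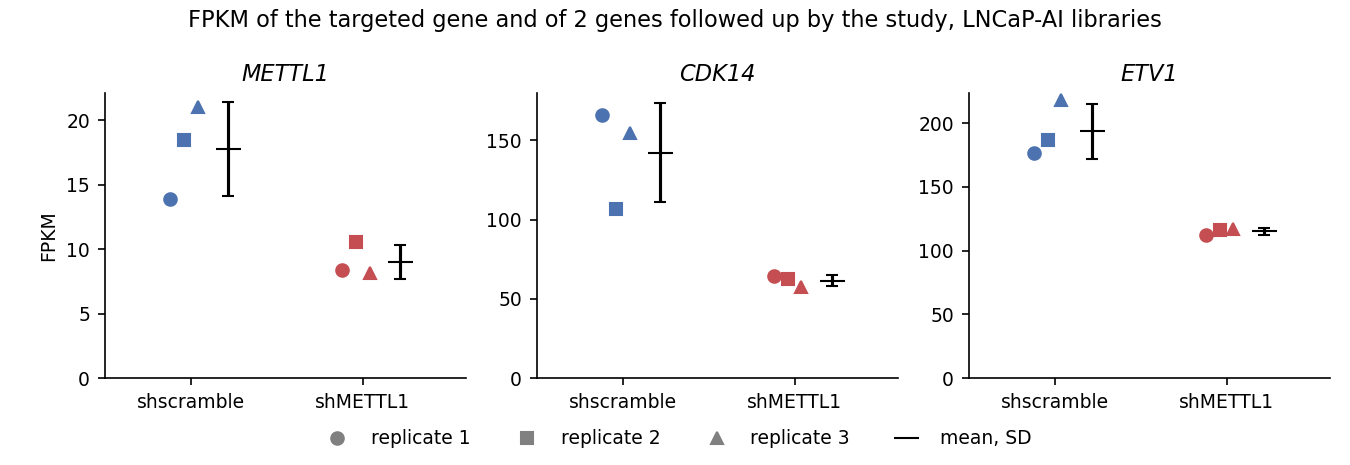
FPKM of METTL1, CDK14 and ETV1 in each library (points, 3 shscramble and 3 shMETTL1), with the group mean and SD. METTL1 averaged 17.8 FPKM in shscramble and 9.02 in shMETTL1, and CDK14 averaged 142 and 61.5.

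CDK14 was lower in all 3 shMETTL1 libraries than in any shscramble library. The gene (ENSG00000058091; GRCh38 chromosome 7, 90466424 to 91210590, plus strand) had 142 ± 31.4 FPKM in shscramble and 61.5 ± 3.36 in shMETTL1 (SD, n = 3). Its log2 fold change was -1.18 with a standard error of 0.18 and an adjusted p of 0.0542 by limma, just above the threshold, and the exact permutation p was 0.1. Without shscramble replicate 2 CDK14 was called (log2 fold change -1.37, adjusted p = 0.00755 by limma). By edgeR on the estimated counts CDK14 fell, with a log2 fold change of -0.95 and an adjusted p of 0.000564, and adjusted p-values ran from 1.09e-07 to 0.214 over the alternatives. The transcription factor gene ETV1, which the study tested beside CDK14, had a lower mean as well. ETV1 (GRCh38 chromosome 7, 13891228 to 13991425) had 193.8 ± 21.6 and 115.1 ± 2.68 FPKM, with an adjusted p of 0.0644 by limma, 0.0425 without shscramble replicate 2 and 0.00483 by edgeR (1.31e-05 to 0.254 over its alternatives). PCNA, the sliding clamp of DNA replication (GRCh38 chromosome 20, 5114953 to 5126626), had 138 ± 14.9 and 106 ± 13.3 FPKM and was not called by limma (adjusted p = 0.299) or edgeR (adjusted p = 0.062), while DESeq2 called it lower (adjusted p = 0.0494; 0.0494 to 0.582 over its alternatives). EP300 (GRCh38 chromosome 22, 41091786 to 41180079) and SP1 (GRCh38 chromosome 12, 53380176 to 53416446), which encode the acetyltransferase and the transcription factor that the study places upstream of METTL1, had log2 fold changes of 0.01 and -0.11, with adjusted p-values of 0.982 and 0.768 by limma. The sign of the EP300 value turned under several scalings and left-out libraries.

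By limma on FPKM, 15 of 12156 genes were called, 6 higher and 9 lower in shMETTL1 cells. SLITRK6 fell from 270 ± 22.4 to 68.8 ± 2.19 FPKM (SD, n = 3; log2 fold change -1.96, adjusted p = 0.000401). FN1 fell from 425 ± 44.2 to 162 ± 13.9 FPKM (adjusted p = 0.00784). The interferon-induced genes IFI44 and IFIT2 fell from 9.6 ± 1.12 and 6.66 ± 1.5 FPKM, by 13.2-fold and 4.64-fold. The fold of IFI44 rests on estimated counts of 0, 1.1 and 1 in the shMETTL1 libraries, and its log2 fold change ran from -4.99 at a pseudocount of 0.1 to -3.05 at a pseudocount of 1. KLK2, a prostate kallikrein protease under androgen control, fell from 201 ± 5.02 to 94.92 ± 10.99 FPKM (adjusted p = 0.0356). The remaining lower genes were TLL1, a metalloprotease of the tolloid family (2.78-fold), TFPI, an inhibitor of the coagulation pathway (3.31-fold), MSN, which encodes the actin linker moesin (2.74-fold), and L3MBTL3, a reader of methylated lysine (3.66-fold). GRIN3A, a subunit of glutamate receptors, rose from 4.2 ± 0.13 to 14.3 ± 2.2 FPKM, a 3.12-fold change, and COLCA1 rose 2.79-fold. NUDT8 rose 2.77-fold. ID1, an inhibitor of basic helix-loop-helix factors, and CTH, which makes cysteine from cystathionine, both rose 2.43-fold (adjusted p = 0.0494 each). The call of CTH ended with median-ratio scaling (adjusted p = 0.0624) and quantile normalization (adjusted p = 0.0588), and those of CTH, ID1 and NUDT8 at a pseudocount of 0.1, and adjusted p-values of CTH ran from 2.89e-05 to 0.214 over its alternatives. The sixth gene that was higher, the pseudogene CKS1BP3, is uncertain, because a pseudogene can share reads with its parent gene, which was not measured here, and its call rests on estimated counts of 1.4 to 2.1 in shMETTL1 libraries. It was listed at 0 in the shscramble libraries.

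Further genes were filled in by p although limma did not call them. CDKN1A, which encodes the cell cycle inhibitor p21, had 30.16 ± 10.02 FPKM in shscramble and 84.3 ± 10.1 in shMETTL1 (SD, n = 3; adjusted p = 0.0536), and PSAT1, an enzyme of serine synthesis, had 77.2 ± 14.8 and 159.2 ± 10.4. VEGFA, NIBAN1, GALNT10 and HMGCS1 were between 2.0-fold and 2.57-fold higher on average. On the lower side OASL, an interferon-induced gene, had 7.32 ± 1.32 and 1.06 ± 0.55 FPKM, and SESN3 had 228 ± 28.6 and 112 ± 15.4. By edgeR on the estimated counts all of these passed, with adjusted p-values from 4.95e-06 for VEGFA to 0.000923 for GALNT10.

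At the thresholds of the study 1090 genes passed, 558 higher and 532 lower, of 1723 with an unadjusted p under 0.05. The balance of higher to lower genes depended on the setting. With median-ratio scaling 508 were higher and 587 lower, with quantile normalization 516 and 576, and by edgeR 437 and 587. Without shscramble replicate 1 the numbers were 426 and 531, and without shscramble replicate 2 they were 1009 and 699. The groups did not overlap for 2408 genes, 19.8% of those tested, where chance gives 10%. By edgeR 712 of 11248 genes were called, 302 higher and 410 lower, and DESeq2 called 704. The 14 FPKM calls that edgeR tested were all called there with the same sign. Single libraries decided these counts. Without shscramble replicate 2 limma called 189 genes and edgeR 1989, and 1708 genes passed the thresholds of the study. Without shscramble replicates 1 and 3 limma called 4 and 3, and edgeR 443 and 270, and without shMETTL1 replicates 1, 2 and 3 limma called 3, 4 and 6, and edgeR 299, 295 and 328. SLITRK6 and CKS1BP3 were called with each library left out in turn.

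**Figure D2:**
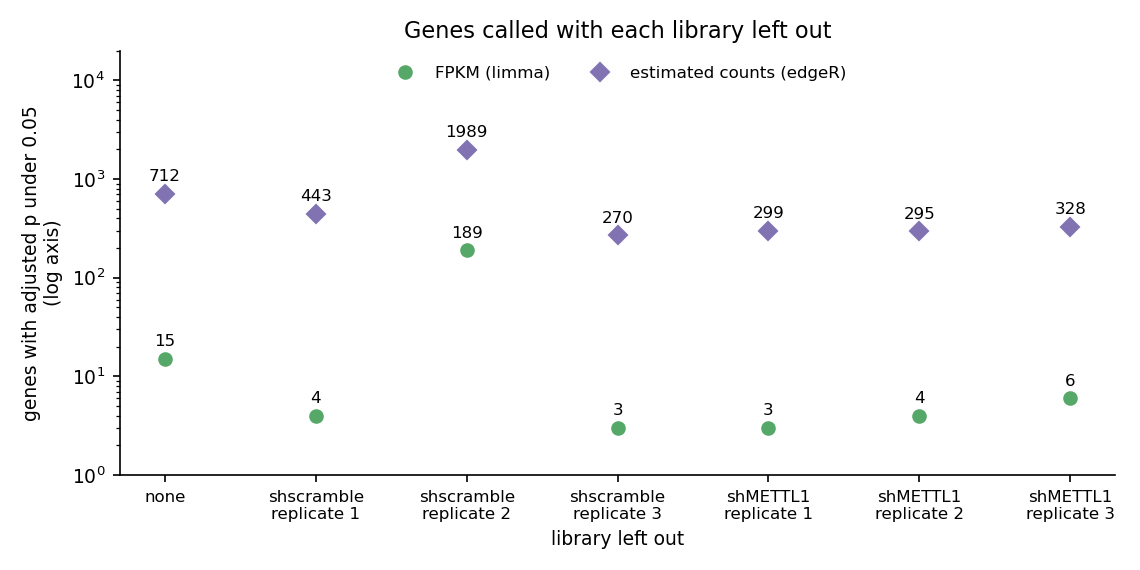
Number of genes with an adjusted p under 0.05 (log axis) with all 6 libraries and with each library left out, by limma on FPKM (circles) and by edgeR on estimated counts (diamonds). Leaving out shscramble replicate 2 raised the counts from 15 to 189 and from 712 to 1989, and leaving out any other library lowered both.

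Of the 25 gene lists tested, 10 were called by camera at the preset correlation, 6 higher and 4 lower. Among these, the lists for the amino acid response, cholesterol, p53 targets and DNA replication were not blind to the gene list of the study. That list was drawn from the same libraries, so the p-values of these lists are not independent evidence. With an estimated correlation 3 calls held, those for the synthetases, mitosis and interferon-stimulated genes. Fry called 6 lists, among them the androgen receptor targets, which camera did not call. The estimate lay below the preset 0.01 for the synthetases (-0.037), interferon-stimulated genes (-0.017) and Fanconi anaemia and homologous recombination genes (0.004). It lay between 0.018 and 0.276 for the other called lists. Adjusted p-values rose for the former as well, so a higher correlation does not account for the rise in those lists. The amino acid response rose most, at a median log2 fold change of 0.64 (adjusted p = 4.08e-17 by camera; adjusted p = 0.0512 with an estimated correlation). Of its 40 tested members 36 had a positive log2 fold change, 26 rose when adjusted over the list alone, 1 over all genes tested, and none fell by either count. At an unadjusted p under 0.05, 26 were higher and 0 lower. CTH rose from 11.4 ± 1.73 to 28.2 ± 2.65 FPKM, PSAT1 2.08-fold, VEGFA, an angiogenic factor, 2.1-fold, and SLC1A4, a carrier of neutral amino acids, from 3.83 ± 1.02 to 11.8 ± 1.72 FPKM (SD, n = 3). By edgeR 26 of 39 members rose. The cytosolic aminoacyl-tRNA synthetases rose at a median of 0.29 (adjusted p = 4.81e-06 by camera; adjusted p = 0.0492 with an estimated correlation). Of 20 members 8 rose when adjusted over the list alone and none over all genes tested, with 10 higher and 1 lower at an unadjusted p under 0.05 and 8 called by edgeR. WARS1 rose from 42.9 ± 11.3 to 95.02 ± 14.6 FPKM and GARS1 from 161.5 ± 16.9 to 273 ± 34.3, and SARS1 and TARS1 rose 1.52-fold and 1.5-fold.

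**Figure D3:**
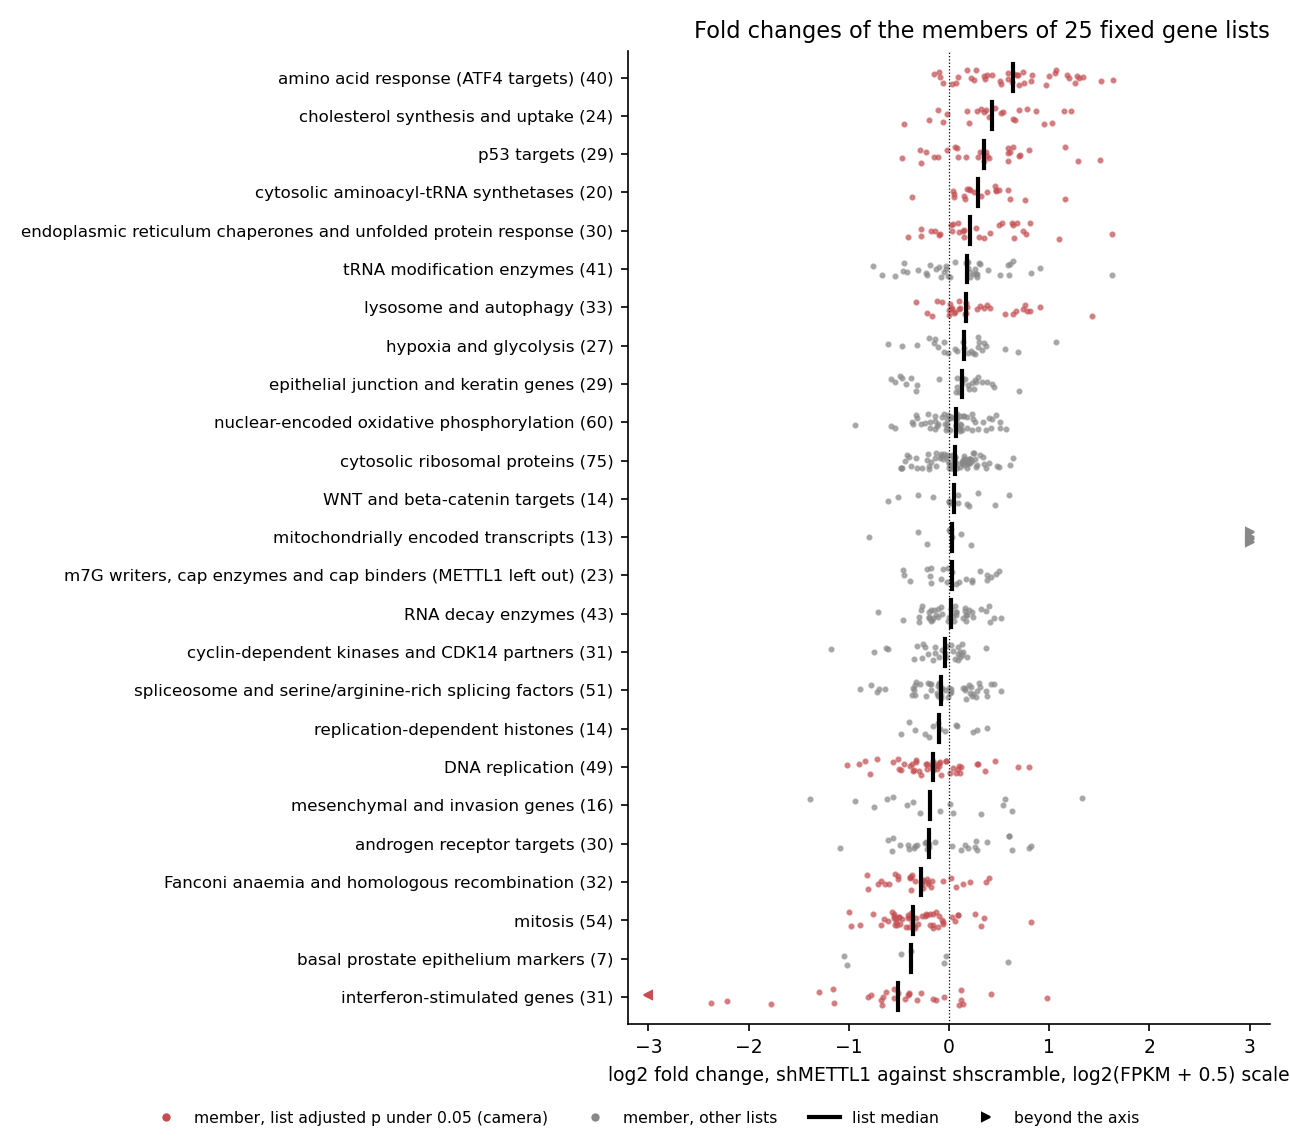
Median log2 fold change (shMETTL1 minus shscramble) of the tested members of each gene list, with the lists called by camera marked. The amino acid response lies highest among the called lists at 0.64 and interferon-stimulated genes lowest at -0.51.

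Cholesterol synthesis and uptake rose at a median of 0.43 (adjusted p = 6.31e-07 by camera; adjusted p = 0.289 with an estimated correlation). Of its 24 tested members 10 rose when adjusted over the list alone and none over all genes tested, and 10 were higher at an unadjusted p under 0.05. HMGCS1, an early enzyme of the pathway, rose from 42.6 ± 9.14 to 93.9 ± 11.5 FPKM, MSMO1 2.04-fold, SQLE 1.58-fold and DHCR7 1.92-fold. By edgeR 7 of 24 rose, and 12 without shscramble replicate 2. Targets of p53 rose at a median of 0.35 (adjusted p = 0.000275 by camera; adjusted p = 0.289 with an estimated correlation). Of 29 members 7 rose when adjusted over the list alone and none over all genes tested, among them CDKN1A (2.84-fold), the kinase gene PLK2 (2.43-fold), AEN, a nuclease of apoptosis (2.23-fold), and RPS27L (1.5-fold). At an unadjusted p under 0.05, 11 were higher, and edgeR called 8 of 28. Endoplasmic reticulum chaperones and genes of the unfolded protein response rose at a median of 0.21 (adjusted p = 0.00297 by camera; adjusted p = 0.479 with an estimated correlation), with 0.13 without shscramble replicate 1 and 0.33 without shscramble replicate 2. Of 30 members 4 rose when adjusted over the list alone and none over all genes tested. These were HERPUD1 (1.7-fold), DNAJB9 (3.08-fold), DNAJC3 (1.57-fold) and XBP1 (1.76-fold), a transcription factor of this response, and 7 members were higher and 1 lower at an unadjusted p under 0.05, and 10 were higher by edgeR. Lysosome and autophagy genes rose at a median of 0.17 (adjusted p = 0.000699 by camera; adjusted p = 0.289 with an estimated correlation), and 0.25 without shscramble replicate 2. Of 33 members 4 rose when adjusted over the list alone and none over all genes tested. These were GPNMB (2.68-fold), GABARAPL1 (1.59-fold) and the proton pump subunits ATP6AP1 (1.88-fold) and ATP6V0B (1.67-fold), and 11 members were higher at an unadjusted p under 0.05 and 6 by edgeR.

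**Figure D4:**
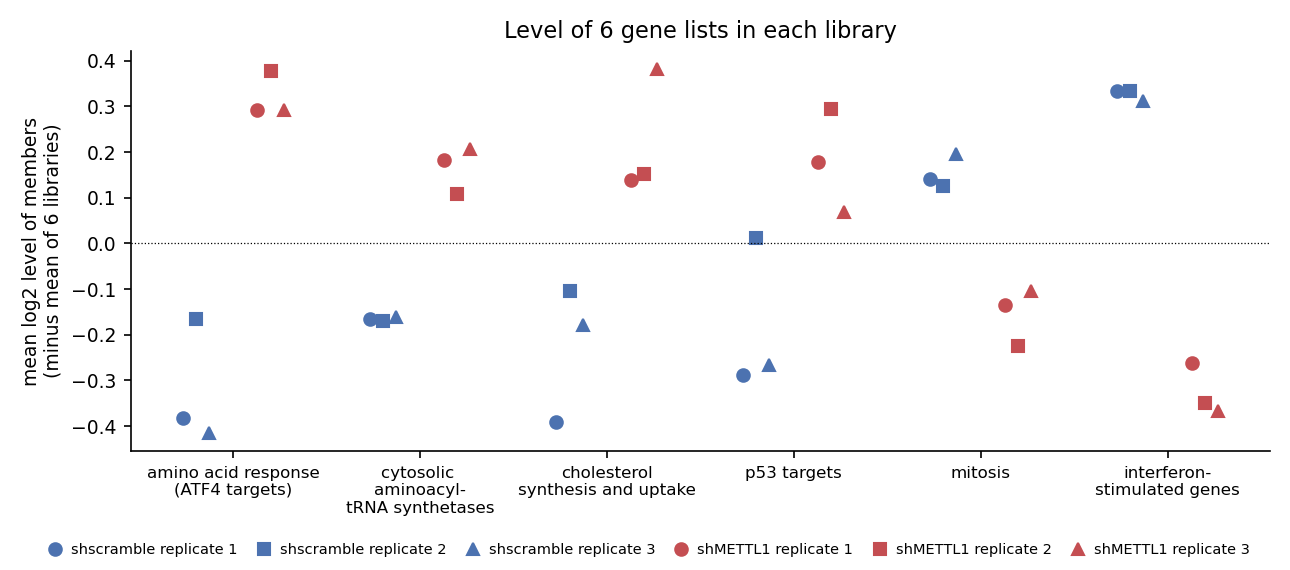
Mean log2(FPKM + 0.5) of the tested members of 6 gene lists in each library, relative to the mean of the 6 libraries. In shscramble replicate 2 the amino acid response and p53 targets lay at -0.17 and 0.01, closer to the shMETTL1 libraries than in the other shscramble libraries, and interferon-stimulated genes lay at 0.33, 0.33 and 0.31 in shscramble replicates 1, 2 and 3.

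Genes of mitosis fell at a median of -0.36 (adjusted p = 1.59e-09 by camera; adjusted p = 0.0492 with an estimated correlation), and 46 of 54 members had a negative log2 fold change. When adjusted over the list alone 4 fell, and none over all genes tested, with 21 lower and 1 higher at an unadjusted p under 0.05. HMMR, a spindle protein gene, fell from 105 ± 27.1 to 51.2 ± 0.65 FPKM (SD, n = 3), CENPF, of the kinetochore, 1.97-fold, ANLN, which acts in cytokinesis, 1.69-fold, and PTTG1, which encodes securin, 1.45-fold. By edgeR 16 of 54 fell, and 25 without shscramble replicate 2. Genes of the Fanconi anaemia pathway and homologous recombination fell at a median of -0.28 (adjusted p = 0.000122 by camera; adjusted p = 0.0538 with an estimated correlation). None of the 32 members was called by limma, over the list alone or over all genes tested, 8 were lower at an unadjusted p under 0.05, and edgeR called 6 lower, 11 without shscramble replicate 2. RAD54B had 15.6 ± 1.77 and 8.56 ± 0.63 FPKM and MRE11 21.5 ± 2.47 and 14.9 ± 0.57, while ERCC4 and XRCC2 were 1.76-fold and 1.64-fold lower on average. DNA replication genes fell at a median of -0.16 (adjusted p = 0.00176 by camera; adjusted p = 0.458 with an estimated correlation). MCM3, of the replicative helicase, fell 1.87-fold and was the only one of 49 members past the test when adjusted over the list alone, with none over all genes tested and 9 lower and 1 higher at an unadjusted p under 0.05. By edgeR 3 fell, and 6 without shscramble replicate 2. CDC45, LIG1 and RRM1 had means 1.65-fold, 1.73-fold and 1.42-fold lower.

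Interferon-stimulated genes fell at a median of -0.51 (adjusted p = 2.57e-06 by camera; adjusted p = 0.0492 with an estimated correlation). Of 31 members 6 fell when adjusted over the list alone and 2 over all genes tested, IFI44 and IFIT2, with 9 lower and 1 higher at an unadjusted p under 0.05. OASL fell 5.19-fold and IFIT1 from 3.08 ± 1.15 to 0.55 ± 0.35 FPKM (SD, n = 3). By edgeR 7 of 27 members fell.

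The androgen receptor targets were not called as a list (median -0.20, adjusted p = 0.334 by camera), and their members parted. Adjusted over the list alone, KLK2 and KLK3 fell and TSC22D3 and PLPP1 rose, while over all genes tested KLK2 alone was called. By edgeR 3 of 28 rose and 4 fell, and 4 and 7 without shscramble replicate 2. KLK3, which encodes prostate-specific antigen, fell from 1189 ± 30.2 to 806 ± 68.0 FPKM (SD, n = 3), and TSC22D3, a gene that steroid hormones induce, rose from 41.6 ± 3.83 to 73.0 ± 10.8. The mesenchymal and invasion genes were not called either (median -0.19, adjusted p = 0.253). Of 16 members FN1, CALD1, FERMT2 and NES fell and ACTA2 and ITGAV rose when adjusted over the list alone, and FN1 alone over all genes tested, and edgeR called 4 of 13 lower and none higher. CALD1, which encodes an actin-binding protein, was 1.91-fold lower, FERMT2 1.68-fold lower and ACTA2 2.51-fold higher. Among 31 cyclin-dependent kinases and partners of CDK14 (median -0.04, adjusted p = 0.204) CDK14 alone fell when adjusted over the list alone and none over all genes tested, with 1 lower at an unadjusted p under 0.05 and 2 lower by edgeR (4 without shscramble replicate 2), and with CCND3, LRP6 and CDK1 at 1.52-fold, 1.28-fold and 1.2-fold lower means. In the list of hypoxia and glycolysis (median 0.15, adjusted p = 0.203) VEGFA alone rose when adjusted over the list alone and none over all genes tested, with 2 higher at an unadjusted p under 0.05 and 1 by edgeR (5 higher and 3 lower without shscramble replicate 2), EGLN1 and PFKFB4 had means 1.61-fold and 1.47-fold higher, and NDRG1 1.53-fold lower. WNT and beta-catenin targets had a median of 0.05 (adjusted p = 0.97), and none of 14 members, such as NKD2 (1.51-fold higher), JUN (1.24-fold lower), NKD1 (1.43-fold lower) or APCDD1 (1.53-fold lower), was called by limma or by edgeR or had an unadjusted p under 0.05 by limma, and edgeR called 1 lower without shscramble replicate 2.

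The list of m7G writers, cap enzymes and cap binders, which leaves METTL1 out, was not called. It had a median of 0.03 (adjusted p = 0.935 by camera), with means 1.31-fold and 1.38-fold lower for the cap binders NCBP3 and NCBP2 and 1.3-fold and 1.33-fold higher for NCBP1 and TRMT112. For the tRNA modification enzymes the median was 0.18 (adjusted p = 0.334), with TRMT1 at 9.41 ± 2.20 and 17.8 ± 0.75 FPKM (SD, n = 3) and TRMT10A at 16.1 ± 1.70 and 9.31 ± 1.23. ELP3 and DUS3L were 1.43-fold and 1.51-fold higher on average. Cytosolic ribosomal proteins had a median of 0.06 (adjusted p = 0.753), and RPL14, RPL11, RPL38 and RPS24 had means 1.25-fold to 1.39-fold lower. Splicing factors (median -0.08, adjusted p = 0.334; LUC7L3 1.85-fold lower, PNN 1.71-fold lower, PRPF19 1.44-fold higher and PRPF8 1.34-fold higher) and RNA decay enzymes (median 0.02, adjusted p = 0.857; EXOSC9 1.64-fold lower, LSM4 1.23-fold lower, DDX6 1.25-fold higher and EXOSC6 1.33-fold higher) were not called. Nuclear-encoded oxidative phosphorylation genes had a positive median, 0.07, and a mean of 0.03 while camera gave the direction as lower (adjusted p = 0.97). NDUFA1, UQCRH and NDUFC1 had means 1.49-fold, 1.45-fold and 1.92-fold lower, and NDUFB4 1.32-fold higher. The RNA decay list also had a positive mean and a direction of lower by camera. None of the members of these 6 lists passed limma when adjusted over the list alone or over all genes tested. At an unadjusted p under 0.05, 1 cap-related gene was lower, 5 tRNA modification enzymes were higher and 1 lower, 3 ribosomal protein genes higher and 7 lower, 4 splicing factors higher and 6 lower, 2 RNA decay enzymes higher and 2 lower, and 1 oxidative phosphorylation gene higher and 3 lower. By edgeR 2 ribosomal protein genes, 2 RNA decay enzymes and 2 oxidative phosphorylation genes fell, 2 splicing factors rose and 1 fell, and no member of the other 2 lists was called. Without shscramble replicate 2 edgeR called 8 ribosomal protein genes higher and 11 lower, 3 splicing factors higher and 13 lower, 2 RNA decay enzymes higher and 6 lower, 3 oxidative phosphorylation genes higher and 5 lower, 3 tRNA modification enzymes higher and 3 lower, and 2 cap-related genes lower. Epithelial junction and keratin genes had a median of 0.13 (adjusted p = 0.428), with DSP and DSG2 1.41-fold and 1.35-fold lower and KRT18 and ESRP1 1.3-fold and 1.35-fold higher, and no member called by limma, 4 higher and 2 lower at an unadjusted p under 0.05, and 2 higher and 2 lower by edgeR (5 and 2 without shscramble replicate 2).

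Lists of RNA quality and of other cell types were measured beside these. The mitochondrially encoded transcripts had a median of 0.03 and a mean of 1.43 (adjusted p = 0.383 by camera), because the FPKM of MT-CO2, MT-ND3 and MT-ND4 was close to 0 in some libraries and high in others. MT-CO2 had 8.89e-113, 733 and 2.58e-69 FPKM in shscramble replicates 1, 2 and 3 and 2279, 526 and 17.1 in shMETTL1 replicates 1, 2 and 3, and values so near 0 for a transcript that every cell uses can be failed estimates. MT-ND1 had 20700 ± 1484 and 24120 ± 698 FPKM and alone had an unadjusted p under 0.05, and no member was called by limma or edgeR, while edgeR without shscramble replicate 2 called 2 higher and 1 lower. Replication-dependent histones, which lack a poly(A) tail, had a median of -0.10 (adjusted p = 0.253), and the list was called lower without shscramble replicate 1 (median -0.23, adjusted p = 0.00826). H1-4, H2AC20, H3C4 and H2BC21 had means 1.39-fold, 1.32-fold, 1.27-fold and 1.18-fold lower, and none was called by limma, 2 were lower at an unadjusted p under 0.05 and 1 by edgeR, which called 2 higher and 1 lower without shscramble replicate 2. Basal prostate epithelium markers had a median of -0.38 over 7 tested members (adjusted p = 0.302), and ITGA6, KRT14 and KRT15 had lower means and TRIM29 a higher one. No basal marker was called by limma or edgeR, 2 were called lower by edgeR without shscramble replicate 2, and 1 was higher and 1 lower at an unadjusted p under 0.05. The neuroendocrine list, with 4 tested members, the fibroblast and smooth muscle list, with 3, and the leukocyte and endothelial list, with 2, were too small to test, and the median and mean differed in sign for the first (0.06 and -0.04) and the second (-0.09 and 0.31). DDC, EZH2, ENO2 and UCHL1 were not called by limma, 1 of them (DDC) was higher at an unadjusted p under 0.05, and DDC was called higher by edgeR (adjusted p = 0.048; 0.04 to 0.575 over its alternatives) and by limma without shscramble replicate 2 (log2 fold change 1.46, adjusted p = 0.0448). Of the fibroblast markers ACTA2 rose from 1.7 ± 0.60 to 4.89 ± 0.33 FPKM when adjusted over the list alone, but neither over all genes tested nor by edgeR, while COL1A1 and TAGLN did not pass. The leukocyte markers CD68 and CD8A fell when adjusted over the list alone, CD8A just under the threshold. CD68 fell from 14.6 ± 2.56 to 6.73 ± 1.20 FPKM, but was called neither over all genes tested (adjusted p = 0.109 by limma; 0.0518 to 0.316 over its alternatives) nor by edgeR. CD8A, at 1.75 ± 1.603 and 0.28 ± 0.12 FPKM, had an adjusted p of 0.352 by limma over all genes tested.

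The study listed 238 genes with changes in both mRNA and internal m7G. Of the 234 tested here all had the listed direction of mRNA change, 208 passed the thresholds of the study and 8 were called by limma, and edgeR called 126 of 232. These genes were chosen by the study on the same libraries, so their direction is not independent evidence. The 86 tested genes listed as lower in both mRNA and m7G had a median log2 fold change of -0.76, and the 100 listed as higher in mRNA and lower in m7G a median of 0.74.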

Values the study reported

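For the combined screen of mRNA and internal m7G after METTL1 silencing in LNCaP-AI cells, the study reported thresholds of an absolute fold change above 1.5 and a p-value below 0.05.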

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

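The count models, the removal of GC content and length trends, the moved seed and the left-out libraries of the count model and of the seed test were chosen only after the data were seen, and all other alternatives before. The 10 gene lists called by camera kept their call and direction under every scaling, filter, pseudocount, variance model and left-out library tried and in limma on log2 CPM, with 10 or 11 lists called in each. With an estimated correlation 3 lists were called and by fry 6. Of 234 genes in the lists of the study 233 or 234 kept the listed direction in every FPKM alternative, except that the stricter filter left 232, all with that direction; removal of GC content and length trends and the count models were not scored for it. Where not said otherwise below, the cause of a change was not tested.

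The 15 genes called by limma on FPKM became 4 without a filter on low values, where more genes are tested, 7 without the trend and robust prior, and 46 after removal of GC content and length trends. Of the 15 calls 11 were lost without a filter, 10 without the trend and robust prior, 10 with the replicate block, 3 at a pseudocount of 0.1 (CTH, ID1 and NUDT8) and 1 each with median-ratio scaling and quantile normalization (CTH). With each library left out the number ran from 3 to 189. Fewer libraries give less power, which cannot account for the rise without shscramble replicate 2. Limma on log2 CPM called 748, edgeR 712 and DESeq2 704. By edgeR 443, 1989 and 270 were called without shscramble replicates 1, 2 and 3, and 299, 295 and 328 without shMETTL1 replicates 1, 2 and 3. At the thresholds of the study the number ran from 957 to 1708 with a library left out, the highest without shscramble replicate 2. Replicate numbers do not pair the libraries, since same-numbered libraries deviated from their group means with correlations of 0.002, 0.053 and -0.024, and others with -0.053 to 0.048. With the replicate block 6 genes and 10 gene lists were called. Of the other genes picked by the naming rule, edgeR newly called 52 and DESeq2 53, and limma without shscramble replicate 2 newly called 28.

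METTL1 passed the threshold by limma on log2 CPM (-1.356), edgeR (-1.365) and DESeq2 (-1.368). CDK14 passed at a mean FPKM of at least 2 (-1.178), after removal of GC content and length trends (-1.093), by limma on log2 CPM (-0.946), edgeR (-0.952) and DESeq2 (-0.949), and with a library left out its value ran from -1.373, without shscramble replicate 2 and past the threshold, to -1.055. The seed difference of -0.038 lost its significance with a 6-base seed (-0.011) and kept it with the passenger strand seed (-0.029), the seed moved by 1 base (-0.071), no matching (-0.049) and each library left out (-0.057 to -0.026).

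The genes and gene lists whose sign or direction turned were not called on all 6 libraries. EP300 had -0.016 with median-ratio scaling, -0.008 with quantile normalization, -0.039 by limma on log2 CPM, -0.024 after removal of trends, -0.046 by edgeR and -0.043 by DESeq2, and -0.024 to 0.067 with a library left out. TAGLN had 0.313, 0.348 and 0.355 by limma on log2 CPM, edgeR and DESeq2 and -0.339 to 0.064 with a library left out, and MT-ND1 had 0 with quantile normalization. For gene lists the direction is that of camera, so a list can turn while its median keeps its sign. WNT targets turned without a filter (0.002), at a mean FPKM of at least 2 (0.045), on rescaling to an equal sum (0.01), after removal of trends (0.018) and with a library left out (-0.039 to 0.127). Oxidative phosphorylation turned on rescaling (0.073), with quantile normalization (0.057), with the replicate block and by fry (0.069 each) and with a library left out (-0.063 to 0.119). Ribosomal proteins turned by limma on log2 CPM (0.007) and with a library left out (-0.034 to 0.173), and RNA decay enzymes after removal of trends (-0.003) and with a library left out (-0.049 to 0.048). The cap and m7G list (0.001 to 0.079) and the histones (-0.23 to 0.108) turned with a library left out, and the histones were called without shscramble replicate 1. The depth behind a library is unknown, so no limit from counting was set on genes with low values.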

Other observations

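The tests on shscramble replicate 2, on the interferon genes, on the test model, on the genes tested and on genes with the seed site alone, the moved site alone or both were chosen only after the result was seen. The count models, the removal of GC content and length trends and the moved seed were added after the data had been seen.

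The shscramble replicate 2 library lay between the groups for some genes and not for others. Members of the lists that rose stood 0.46 (95% interval 0.33 to 0.58) of the way from the mean of shscramble replicates 1 and 3 to the shMETTL1 mean, and members of the lists that fell -0.13 (-0.42 to 0.07). Against a wrong label stand the share over all called lists, 0.23 (0.11 to 0.34), and a METTL1 level of 18.5 FPKM, above every shMETTL1 library. RNA of knockdown cells mixed into the library would give 1 common share, and the list shares differ by 0.59 (0.35 to 0.9 over genes), but the same difference was -0.65 for shscramble replicate 1, so it is not beyond the spread between libraries; a test run first, over the 1989 genes edgeR called without this library, gave shares of 0.62 for genes that rose and 0.55 for genes that fell (difference 0.07, 0.004 to 0.128), against -0.02 to 0.13 for the other 5 libraries treated alike. That first test did not exclude mixing, the list test was added after its result was seen and the bound for the wrong label was raised at the same time, so mixing cannot be told apart from a difference between cultures, and no biological explanation was tested.

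Far fewer genes were called on FPKM (15 by limma) than on the estimated counts (712 by edgeR). The test model is argued against, since limma on log2 CPM of the same counts called 748, and so is the choice of genes, since limma on FPKM called 20 of the 11237 genes tested in both. The spread between replicates of the log2 ratio of FPKM to estimated count was larger in genes with several annotated transcripts (0.148) than in genes with 1 (0.107), at a mean estimated count of at least 50, by 0.041 (0.033 to 0.05). That is consistent with noise added by transcript length estimates, and the median SD within groups was 0.273 for log2 FPKM and 0.22 for log2 estimated counts. How much of the gap this accounts for was not tested, and neither was a biological explanation.

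The changes after silencing were weighed against effects of the hairpins and of transcript composition. The paper describes the sequenced cells as stably silenced for METTL1. It does not say whether the libraries of a group came from 1 selected line. A difference between lines that arose apart from METTL1 therefore cannot be told apart from its silencing, for any gene or list. Removal of trends with GC content and transcript length left 10 of 10 called lists called in the same direction, so these trends do not account for the shifts as a whole. An interferon response to the scrambled hairpin cannot be told apart from a fall after METTL1 silencing, for the interferon list itself (median -0.51) because there are no libraries of cells without a hairpin, and for the other lists because interferon genes, 1.71% of the genes edgeR called lower, could make up no more than 6.59% of them. Genes with the 7-base seed site TCTAAAC in a 3' UTR (1215 of 11773) had a median log2 fold change lower by a difference of -0.038 (-0.064 to -0.011; permutation p = 0.00089). This was predicted beforehand for seed pairing. Of 407 genes called lower by edgeR 83 carried the site, 20.4% against 13.4% for matched genes (one-sided permutation p = 1e-04, the smallest the permutations can give). The other 79.6% lacked it. Most matched genes lack it too, so this share does not test pairing. It shows only that pairing at this 7-base site could directly reach no more than 20.4% of these 407 genes. For the genes with the site, pairing cannot be told apart from a trend with base composition. The seed moved by 1 base had a larger difference (-0.071, -0.088 to -0.053) and the passenger strand site a like one (-0.029, permutation p = 0.007). Neither site is known to be free of pairing by the hairpin, so these values do not count against pairing. Genes with the moved site alone lay lower (-0.065, -0.101 to -0.044) than genes with the seed site alone (-0.026, -0.062 to -0.003). The 548 genes with both sites lay lowest (-0.104, -0.139 to -0.057), which either account allows. The sites of the same bases had a median of -0.021. Of these 210 sites 7, the seed site itself included, were as low as it in that comparison within classes of length and level (-0.049). Most sites of the same bases thus lay higher than the seed site, which goes with pairing but does not settle it. A response to the loss of METTL1 therefore stays open as well.

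With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. For genes called by limma 1 split, the real one, gave 15 or more, and the highest of the others gave 1. For genes past the thresholds of the study 1 split reached 1090, and the highest other gave 612. For gene lists called by camera at the preset correlation 1 split reached 10, and each of the 9 others called between 3 and 9, the highest with shscramble replicate 2 and shMETTL1 replicate 3 exchanged.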
